A study of Mus musculus with 6 samples.

How the data were processed

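The samples were 6 libraries of guide RNA cassettes from a pooled CRISPR-Cas9 screen in a C57BL/6 mouse embryonic stem cell line. There were 3 libraries from day 0 and 3 from day 10. Per the labels, guides were designed against upstream translons, which are translated stretches in front of the main coding sequence of an mRNA, and were cloned as a pool into a lentiviral vector that carries both Cas9 and the guide. The cells were infected with the pooled virus.

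The authors deposited a table of raw counts with a row per guide sequence and a column per library, per the file headers. The counting tool, its rule for mismatches and any filter are stated neither in the labels nor in the file. The table held no value of 0, so a missing entry was read as a count of 0. It named 151 guides and held 216 further sequences without a name. The unnamed sequences took between 1.25% and 1.48% of the counts of a library and were left out of library sizes and of all tests except an alternative named below.

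Guide names gave the host gene of each target. The 145 targeting guides fell on 73 targets, of which 71 had at least 2 guides, and the remaining 6 guides were 3 non-targeting and 3 safe-targeting controls. The name Elobl guide 1 stood for 2 sequences, of which only the later in the table was counted. All 73 host gene names matched a symbol in the RefSeq gene table of assembly GRCm38.p6, which was used for names only. The table gives no coordinates and no genome sequence was used here, so the positions of the guides were not analysed.

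Guides with at least 10 counts in at least 3 of the 6 libraries were tested, which kept 136 guides and 67 targets. The remaining 15 named guides had a count of 0 in each library. Counts were compared between the days with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with library sizes scaled by the trimmed mean of M-values (TMM) and with day as the only term. Per the file headers, each number marks a screen with a day 0 and a day 10 library, so same-numbered libraries were taken as pairs, and the replicate number as a block was an alternative set before the data were examined. As a check, the correlations over guides of the deviations of same-numbered libraries from the means of their days were −0.199, −0.249 and −0.024 for numbers 1 to 3. For targets, the counts of the guides of a target were summed and the normalization factors of the guide table were used. All p-values from these fits were adjusted with the Benjamini-Hochberg method over guides or over targets, with a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of F. Counts per 1e6 counts (CPM) were computed with TMM-scaled library sizes. A positive log2 fold change means more counts at day 10.

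Evenness was the Gini index of the named guides of a library, compared between the days with an exact two-sided permutation test. Guides of a target were compared through Pearson and Spearman correlations over targets, with two-sided permutation p-values from 100000 random re-pairings. Control guides were compared with targeting guides through the difference in median log2 fold change. That test was two-sided with 100000 resamples, because full enumeration of the 6 controls among 136 guides was not practical. Replicates were compared through correlations over guides of log2(day 10 / day 0), on CPM plus a pseudocount of 1. Guides and targets are not biological replicates, and p-values taken over them describe these libraries.

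The targets named in the report were chosen by a rule set before the data were examined. A target had to have an adjusted p under 0.05, no overlap between the CPM of the days, and guides that all changed in 1 direction. The 5 most negative and the 5 most positive log2 fold changes among these are named. Guides were chosen by the adjusted p and the lack of overlap in the same way, and 1 of the 10 chosen guides is not reported here.

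The alternatives were DESeq2 1.42.0 in place of edgeR, its median-ratio size factors, library totals alone, size factors from the control guides, no count filter, a day 0 mean of at least 100 counts, the replicate number as a block, an adjusted p under 0.1, Stouffer's combination of guide p-values, fry on the guides of each target, and the removal of each library in turn. There were 6 more alternatives that were chosen after the data were seen. These were limma 3.58.1 voom with a variance per day, Psmd1 guide 2 left out, the 2 most abundant unnamed sequences added, a linear trend with guide GC content removed per library, that removal together with the replicate block, and, for the correlation between guides, rank correlations and the removal of Rps6 guide 1 without each library. Removal of the GC trend took out its intercept too, which re-centred each library on its mean log deviation. A list of gene name prefixes for ribosomal, proteasome, translation and other growth-related genes was written before the data were examined. Permutation tests and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

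The count test was tested on 40 simulated sets of 135 guides with 20 changed guides each, drawn with the libraries' means, sizes and the spread of each day. All guides had the same spread within a day, a coefficient of variation of 0.043 at day 0 and 0.156 at day 10, estimated without Psmd1 guide 2. Spread that differs between guides and trends within a library were not simulated, so the rates may be too favourable. The test found 2.25% of guides changed by a log2 of 0.25, 63.3% of those changed by 0.5 and 99.6% of those changed by 1. False calls among the unchanged guides of these sets averaged 0.6 per set at a log2 of 0.5, with 17 of 40 sets holding any and up to 5 in a set, and 0.85 per set at a log2 of 1, with 18 of 40 sets holding any. With no changed guide, the mean number of false calls was 0 per set with the spread of each day, and 0.075 with the same spread at both days.

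Counts on named guides were 102313, 113909 and 602476 in day 0 replicates 1 to 3, and 646655, 784149 and 21991 in day 10 replicates 1 to 3. A count of 0 allowed a share of up to 0.000383% in the deepest library and 0.0136% in the shallowest, taking 3 counts as the limit. Guide cassettes amplified by PCR are not independent molecules, so such limits cover counting error only.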

Results

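The representation of guide RNAs against upstream translons was measured in mouse embryonic stem cells at day 0 and at day 10 of a pooled CRISPR-Cas9 growth screen. In such a screen each cell carries a guide that directs Cas9 to cut its target, and a guide whose cut slows growth becomes rarer in the culture. Each day had 3 biological replicates. Depth was uneven. Named guides had 102313, 113909 and 602476 counts in the day 0 libraries and 646655, 784149 and 21991 counts in the day 10 libraries. The median count per tested guide was lowest, at 97, in day 10 replicate 3 and highest, at 3356.5, in day 10 replicate 2. Each library counted between 134 and 136 of the 151 named guides. The 15 named guides that were counted in no library included both guides of 6 targets, so 67 of the 73 targets could be compared.

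Libraries of day 0 resembled each other more closely than libraries of day 10. Across guides, which are not independent replicates, Pearson correlations of log2 counts per 1e6 counts (CPM) lay between 0.992 and 0.995 within day 0 and between 0.885 and 0.961 within day 10. The biological coefficient of variation estimated by edgeR was 0.043 at day 0 and 0.225 at day 10. Psmd1 guide 2 had no count in day 10 replicate 1, and without that guide the correlations within day 10 lay between 0.961 and 0.981 and the coefficient of variation at day 10 was 0.156. The 6 libraries were used as the separate biological replicates that the labels describe.

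Guide representation was slightly less even at day 10. The Gini index, which is 0 when all guides are equally frequent, was 0.562 ± 0.0035 at day 0 (SD, n = 3) and 0.573 ± 0.0039 at day 10 (SD, n = 3). Each day 10 library lay above each day 0 library, and the exact two-sided permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow.

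The comparison of day 10 with day 0 asks which upstream translons affected growth when they were mutated. Of 136 tested guides, 29 differed between the days at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 20 were lower and 9 were higher at day 10. At an unadjusted p under 0.05 there were 47 guides. The choice of scaling moved this result most, since size factors from the 6 control guides gave 0 guides at the adjusted threshold and 19 at an unadjusted p under 0.05. Without day 0 replicate 1, 2 or 3 there were 3, 5 and 10 guides, and without day 10 replicate 1 there were 47. With the replicate number, which marks a screen, as a block there were 12 guides (9 lower, 3 higher), with 37 at an unadjusted p under 0.05. CPM of the days did not overlap for 52 of the 136 guides (38.2%), and all 29 guides past the threshold were among them. A share of 10% by chance holds only with equal spread at both days. Day 10 libraries varied more, so 10% may be too low and the excess over chance is not known. Changes were small. The fitted log2 fold changes ran from −2.68 to 0.55, and 120 of the 136 guides lay within 0.5 of 0. The 2 guides beyond 1 in size are named here after their values were seen. They were Phgdh guide 2, at −1.66, and Rps6 guide 1, at −2.68 ± 1.05 (SE). Rps6 guide 1 was rare at day 0, with 94.8 ± 41.7 CPM (SD, n = 3), and was not past the threshold (edgeR adjusted p = 0.111). Its counts in day 10 replicates 1 to 3 were 0, 22 and 0. Its log2 fold change was −1.80 without day 10 replicate 1 and −7.81 without day 10 replicate 2. In the other fits without a library it lay between −2.93 and −2.46.

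**Figure D1:**
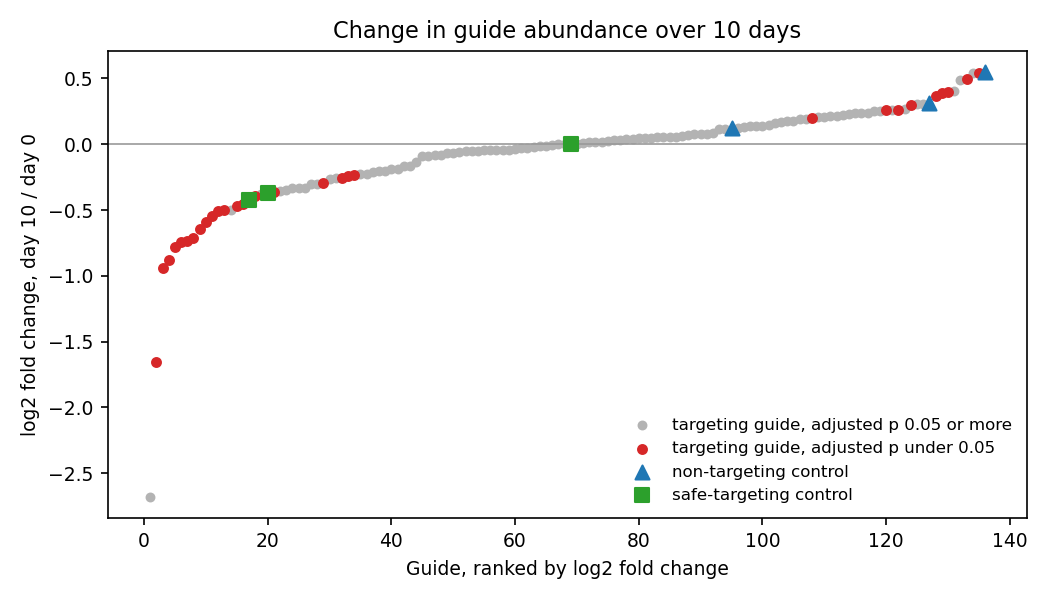
Log2 fold change of counts from day 0 to day 10 (vertical axis) for the 136 tested guides, ranked from lowest to highest (horizontal axis). Red points are the 29 guides with an edgeR adjusted p under 0.05, grey points are other targeting guides, triangles are non-targeting controls and squares are safe-targeting controls. The 6 controls run from −0.42 to 0.55, and 14 of the 29 red points lie below them.

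Among guides that fell, Phgdh guide 2 (CGAAGGCCATTGCTAGAGTC) went from 272 ± 33.3 to 101 ± 31.3 CPM (SD, n = 3 per day), a log2 fold change of −1.66 ± 0.38 (SE) with an edgeR adjusted p of 0.0131. In day 10 replicate 3 this value rested on 3 counts. Rps12 guide 2 (TCACCGCCATGGCCGAGGAA) had a log2 fold change of −0.94 ± 0.12 (SE, edgeR adjusted p = 7.3e-04), and Phgdh guide 1 (ACCCACAGCAACTGATTCTA) one of −0.88 ± 0.14 (SE, edgeR adjusted p = 0.00311). Npm1 guide 1 (TCGGTGTGGGAGAAGCCGGA) followed at −0.78 ± 0.15 (SE, edgeR adjusted p = 0.00735). Among guides that rose, Rhoa guide 2 (CGGGGAGCGCGAGCGAACGA) changed by 0.54 ± 0.10 (SE, edgeR adjusted p = 0.00735) and Eif5a guide 2 (CAGCACAGTAGCGGGTTCGG) by 0.49 ± 0.14 (SE, edgeR adjusted p = 0.0394). The log2 fold changes of Smim13 guide 1 (GCAGCGCGTCCGTCCGTCGC), Tbrg4 guide 1 (ACGGCCATGATGCTGGGCGC) and Hdgf guide 1 (CTGCCCCGGAGCTCGCGTCG) were 0.40, 0.39 and 0.36, with edgeR adjusted p-values of 0.0401, 0.0394 and 0.00569. Without day 10 replicate 1, the log2 fold changes of Smim13 guide 1 and Tbrg4 guide 1 were 0.21 and 0.19. All 10 guides chosen by the rule had an adjusted p over 0.05 with size factors from the control guides. Without day 0 replicates 1, 2 and 3, respectively, 8, 6 and 5 of the 10 had an adjusted p over 0.05, and 1 of the 10 did without day 10 replicate 3. Rps12 guide 2 and Phgdh guide 1 were under 0.05 in each of the 6 fits without a library. With the replicate number as a block, the edgeR adjusted p was 0.079 for Phgdh guide 2, 0.079 for Eif5a guide 2, 0.0706 for Smim13 guide 1 and 0.0706 for Tbrg4 guide 1. Over all alternatives, which include tests other than edgeR, the adjusted p ran from 3.4e-05 to 0.170, from 0.00392 to 0.277, from 0.00588 to 0.393 and from 0.00663 to 0.391 for these 4 guides.

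With the counts of a target's guides summed, 25 of 67 targets differed between the days at an edgeR adjusted p under 0.05. Of these, 15 were lower and 10 were higher at day 10, and 31 targets had an unadjusted p under 0.05. Size factors from the control guides gave 2 targets, Rps12 and Phgdh, both lower. There were 15 targets without day 0 replicate 1 and 15 without day 0 replicate 3. CPM did not overlap between the days for 32 of the 67 targets (47.8%), among them 23 of the 25. Here too a share of 10% by chance holds only with equal spread at both days. Target log2 fold changes ran from −0.94 to 0.55, and 63 of 67 lay within 0.5 of 0.

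Guides against the upstream translon of Rps12, which encodes a ribosomal protein, fell from 4116 ± 363 to 2114 ± 160 CPM (SD, n = 3 per day). Its log2 fold change was −0.94 ± 0.12 (SE, edgeR adjusted p = 1.7e-05) and rested on guide 2 alone, because guide 1 was never counted. The sequence of guide 2 holds an ATG within GCCATGG, a common context of start codons, and its position relative to the coding sequence of Rps12 was not analysed here. The measured fall therefore belongs to this guide and is not assigned to the translon. Guides against Phgdh, which encodes phosphoglycerate dehydrogenase, fell from 2908 ± 213 to 1527 ± 26.02 CPM (SD, n = 3 per day), a log2 fold change of −0.93 ± 0.12 (SE, edgeR adjusted p = 2.5e-05). In day 10 replicate 3 the values of Phgdh and Rps12 rested on 33 and 43 counts. The day 10 SD of Phgdh therefore understates its counting error. Rps6 changed by −0.66 ± 0.15 (SE, edgeR adjusted p = 0.00366), with 16 counts behind the value of day 10 replicate 3. Cnot1 and Hnrnpf changed by −0.49 and −0.47, each with an SE of 0.09 and an edgeR adjusted p of 5.2e-04.

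In the other direction, Eif5a rose from 3268 ± 294 to 4555 ± 946 CPM (SD, n = 3 per day), a log2 fold change of 0.55 ± 0.13 (SE, edgeR adjusted p = 0.00366). Its value in day 10 replicate 3 was 3539 CPM on 78 counts, close to the highest day 0 value of 3486 CPM. Eif5a guide 1 was not past the threshold on its own (edgeR adjusted p = 0.116). Hdgf rose by 0.29 ± 0.04 (SE, edgeR adjusted p = 1.0e-04), Spns1 by 0.26 ± 0.07 (SE, edgeR adjusted p = 0.00677), Herc4 by 0.25 ± 0.05 (SE, edgeR adjusted p = 7.8e-04) and Ddx17 by 0.20 ± 0.07 (SE, edgeR adjusted p = 0.0255). These 5 targets, as well as Rps6, Cnot1 and Hnrnpf, had an adjusted p over 0.05 with size factors from the control guides. Eif5a, Spns1 and Ddx17 did so too when the guides of a target were tested with fry, at adjusted p-values of 0.176, 0.206 and 0.176. Over all alternatives the adjusted p-values of these 3 targets ran from 2.8e-04 to 0.176, from 1.0e-05 to 0.380 and from 0.00345 to 0.530. Ddx17 was also over 0.05 without each of the day 0 libraries and without day 10 replicate 1, with adjusted p-values between 0.0835 and 0.0928, and with the replicate number as a block, at 0.0557. Without day 10 replicate 1 its log2 fold change was 0.09.

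**Figure D2:**
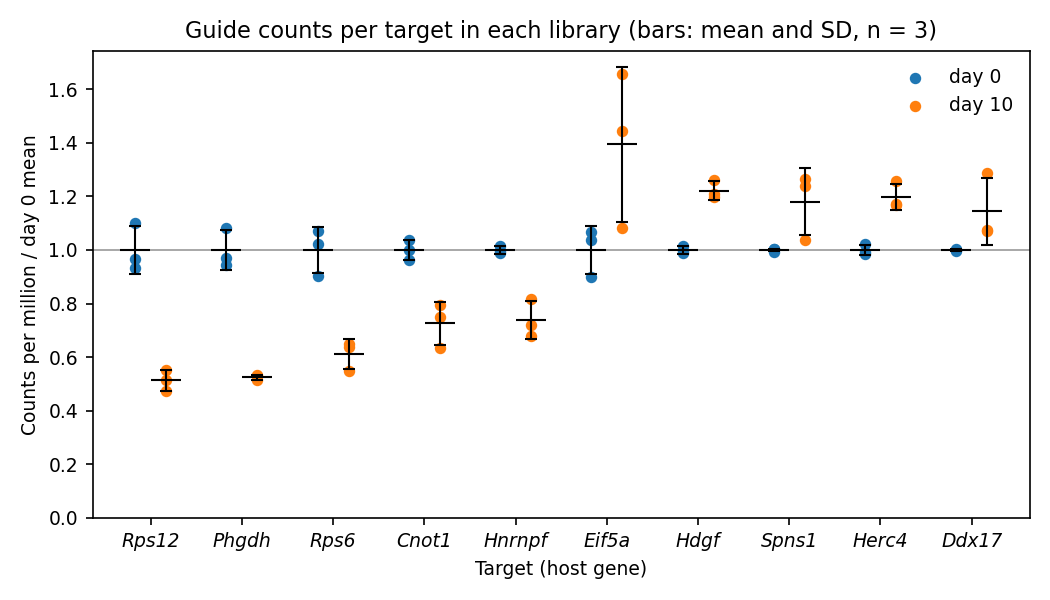
CPM of the summed guides of the 10 named targets, divided by the mean of day 0 (vertical axis), for each target (horizontal axis). Points are libraries, and horizontal and vertical bars are the mean and SD of 3 libraries. The 5 targets on the left fell by 0.47 to 0.94 on the log2 scale and the 5 on the right rose by 0.20 to 0.55, with no overlap between the days.

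Guides against the same target tended to change together. Over 63 targets with 2 tested guides, the log2 fold changes of the first and second guide had a Pearson r of 0.488 (permutation p = 0.00379) and a Spearman rho of 0.456 (permutation p = 2.3e-04). Without the 2 targets farthest from the median of the first guide, r was 0.411. Without day 10 replicate 2 the relation was weaker, with an r of 0.239 (permutation p = 0.0566) and a rho of 0.224 (permutation p = 0.0778). Rps6 guide 1 had no day 10 count left in that comparison, and without it r was 0.271 (permutation p = 0.0346). Over all alternatives the permutation p ran from 1.0e-05, the smallest that the resamples can give, to 0.0778. Guides had the same sign in 40 of the 63 pairs. Both guides were past the threshold on their own for 5 targets, named after their values were seen. Cnot1, Kpnb1, Pabpc4 and Phgdh were lower and Hdgf was higher at day 10. With the replicate number as a block this held for 1 target, Cnot1. Pabpc4, at −0.43 ± 0.05 (SE), had the smallest adjusted p of all targets (edgeR adjusted p = 8.3e-06).

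**Figure D3:**
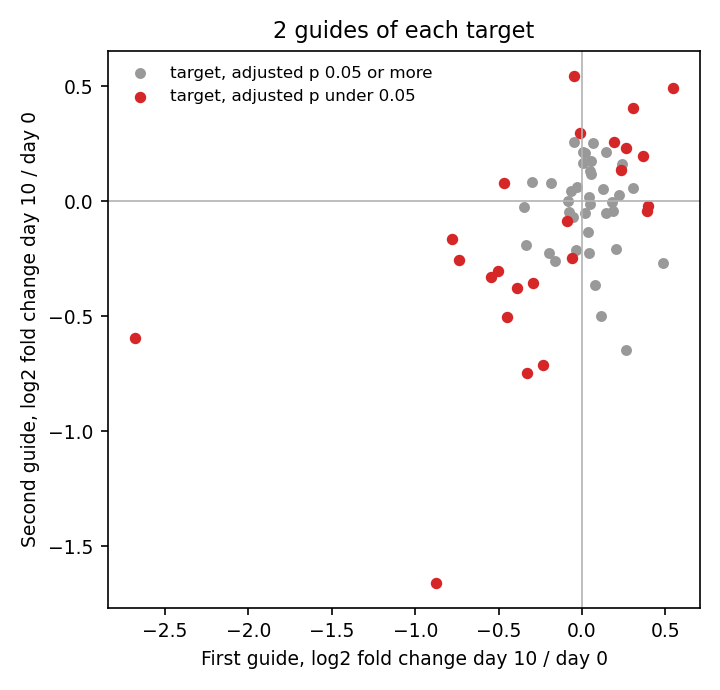
Log2 fold change from day 0 to day 10 of the first guide (horizontal axis) and of the second guide (vertical axis) of the 63 targets with 2 tested guides. Each point is a target, and red points have an edgeR adjusted p under 0.05 for the summed counts. Points with both values below 0 or both above 0, 40 in all, are targets whose guides changed in the same direction.

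The 6 control guides gave the background of the screen. Their log2 fold changes had a median of 0.06 and a mean of 0.03 ± 0.38 (SD, n = 6), and ran from −0.42 for safe-targeting guide 3 to 0.55 for non-targeting guide 3. Targeting guides had a median of 0.00043 and an SD of 0.40. The difference in medians was 0.06 (permutation p = 0.557), and it changed sign, to −0.11 (permutation p = 0.460), without day 10 replicate 2. The permutation p over the alternatives ran from 0.358 to 0.959. No control guide was past the adjusted threshold (0 of 6), and 1 had an unadjusted p under 0.05. Of the 29 guides past the threshold, 14 lay below the lowest control and 0 above the highest. Of the 25 targets, 7 lay below the lowest control guide, 0 above the highest and 18 within the range of the controls.

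Changes of single replicates, taken by their number, agreed only in part. Across guides, Pearson correlations of log2(day 10 / day 0) were 0.249 for replicates 1 and 2, 0.476 for replicates 1 and 3 and 0.425 for replicates 2 and 3, with a median of 0.425. Without Psmd1 guide 2 they were 0.463, 0.818 and 0.424. Rps6 guide 1 had no count in day 10 replicates 1 and 3, which gives it a large fall in both. The value of 0.818 may therefore rest largely on that guide. With a pseudocount of 10 and all tested guides, the correlations were 0.294, 0.374 and 0.461. Rank correlations over all tested guides were 0.529, 0.390 and 0.425.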

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

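All tests of explanations in this part were chosen after the results were seen.

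A pair of unnamed sequences was far more abundant than any other unnamed sequence. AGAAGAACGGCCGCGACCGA had 29467 counts over the 6 libraries and TGTGGCTCCAGGCACCTCAC had 1767, and both were counted in each library. Sequencing errors of a named guide are argued against, because the longest stretch either shared with any other named guide was 8 bases. The reverse complement of each shared 17 bases with a named guide that was never counted, Gata6 guide 1 (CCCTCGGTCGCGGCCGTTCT) for the first and Elobl guide 1 (CCAGTGAGGTGCCTGGAGCC) for the second. The remaining bases of these named sequences, read on the other strand, were GGG and TGG, which have the form of the NGG motif that Cas9 needs next to its target. A candidate explanation is that these 2 named entries were written on the reverse strand with the motif included. The cloned oligos were not analysed here. With both sequences added as guides, 29 guides and 26 targets were past the adjusted threshold. No biological explanation was tested.

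Of the 214 other unnamed sequences, 193 had a single count, and together they held 383 of 2303110 counts. More than 3 counts in a library were seen for 11 of them, in 10 cases in 1 library only. Sequencing errors of a single base are argued against, since 1 of the 214 lay 1 edit from a counted guide and 213 lay at least 3 edits away. Of the 11, 4 were the start of a guide joined to the end of another and 3 held the BsmBI site used for cloning, which makes 7 in either class. None of 1000 shuffled sequences (0) was such a junction of guides. Of the 193 sequences with a single count, 6 were such junctions. The 7 sequences are consistent with joined pieces formed in cloning or amplification. The origin of the other 4 of the 11, and of most sequences with a single count, stays open. No biological explanation was tested.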

How the results depend on the processing

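Alternatives with a variance per day, with Psmd1 guide 2 left out, with unnamed sequences added and with the GC trend removed, with or without the block, and the rank correlations and the removal of Rps6 guide 1 in fits without a library, were chosen after the data were seen.

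The scaling moved the counts most. With size factors from the 6 control guides, 0 guides (0 lower, 0 higher; 19 at an unadjusted p under 0.05) and 2 targets (2 lower, 0 higher; 12 at an unadjusted p under 0.05) were past the threshold, against 29 and 25. These factors differed from the TMM factors by a log2 of between −0.28, in day 10 replicate 1, and 0.17, in day 10 replicate 3, so they shifted the day 10 libraries against each other. Which scaling is closer to the truth was not tested. DESeq2 size factors gave 29 guides and 30 targets, library totals 28 and 25, and the DESeq2 test 28 and 26.

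Removal of the GC trend left 20 guides, 15 of them shared with the 29. They split into 8 lower and 12 higher, against 20 and 9. That removal also re-centred each library. The median log2 fold change of targets without a listed prefix was 0.09 after it, against 0.03 in the main fit. The shift from lower to higher guides may thus come in part from scaling. Together with the replicate block, removal of the trend left 25 guides (9 lower, 16 higher), again 15 of them shared, and 26 targets. Voom with a variance per day gave 50 guides (30 lower, 20 higher), all 29 among them, and 37 targets, of which 19 were higher. Fry gave 16 targets, 4 of them higher. The cause was not tested for these.

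Leaving out 1 library at a time gave from 3 to 47 guides across the 6 fits, with 3 to 28 lower and 0 to 19 higher. Without day 0 replicates 1, 2 and 3 there were 3, 5 and 10 guides (32, 32 and 30 at an unadjusted p under 0.05), all shared with the 29. Without day 10 replicates 1, 2 and 3 there were 47, 32 and 37, with as many libraries in each fit. The test fits each guide with the same spread at both days. The coefficients of variation were 0.043 at day 0 and 0.225 at day 10. Whether the number of guides follows from this was not tested. Targets ranged from 15, without day 0 replicate 1 or 3, to 30, with 9 to 16 lower and 5 to 14 higher. The correlation between guides of a target ranged from 0.239, without day 10 replicate 2 (permutation p = 0.0566), to 0.607, without day 10 replicate 1. As rank correlations these were 0.224 (permutation p = 0.0778) and 0.611, and with Rps6 guide 1 left out 0.271 (permutation p = 0.0346) and 0.624. With all libraries and Rps6 guide 1 left out, r was 0.526. The difference between control and targeting guides ranged from −0.11, without day 10 replicate 2, to 0.11. The cause was not tested. The difference in Gini index kept its sign in all alternatives, from 0.00965 to 0.0136 without single libraries.

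With the replicate number as a block, 12 guides (9 lower, 3 higher) and 25 targets were past the threshold. All 12 guides and 23 of the targets were shared with the fit without the block. Among the 20 guides and targets chosen by the rule it took 6 over the threshold, and it changed no other call among them.

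For the 20 guides and targets chosen by the rule, 359 comparisons with alternatives that could change the call gave 305 results on the same side of the threshold, 54 past it no longer and 0 in the other direction. Of the 54, 18 came from the control-guide factors, 9, 7 and 6 from leaving out day 0 replicates 1, 2 and 3, and 1 each from leaving out day 10 replicates 1 and 3. The replicate block gave 6, fry 3, removal of the GC trend 1 and that removal with the block 2. Depth limits rare guides most: 7 tested guides had fewer than 10 counts in day 10 replicate 3.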

Other observations

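All tests in this part were chosen after the results were seen, although the list of host gene prefixes was written before the data were examined.

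The real split of the 6 libraries by day was the only 1 of the 10 splits into 3 and 3 that gave as many guides past the threshold, and the same held for targets (1 of 10). It was also the only 1 of the 4 splits that part all 3 same-numbered pairs, while the other 6 splits part 1 pair each. A share under 0.1 is out of reach with 10 splits, so grouping by accident cannot be told apart from an effect of the day by this count alone.

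Day 10 libraries varied more among themselves than day 0 libraries. Depth is argued against as the reason, since the coefficient of variation at day 10 was still 4.25 times that at day 0 after all libraries were thinned to 21991 counts. A lone deviating library is also argued against. The closest pair of day 10 libraries had a coefficient of variation of 0.105, while pairs of day 0 libraries had 0.036 to 0.050. Random growth of cells carrying each guide over the culture may contribute, and so may day 0 libraries drawn from a common infected pool. Neither was tested.

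Guides with a low GC content fell relative to GC-rich guides. Across 135 guides, which are not independent replicates, GC content and fitted log2 fold change had a Spearman rho of 0.215 (permutation p = 0.0123, adjusted p = 0.0432 over 7 relations). The rho was 0.302 in day 10 replicate 1 (adjusted p = 0.00308), 0.120 in replicate 2 (adjusted p = 0.386) and 0.018 in replicate 3 (adjusted p = 0.871). Against the other day 10 libraries, replicate 1 had a rho of 0.342 (permutation p = 6.0e-05, adjusted p = 1.8e-04 over 3 libraries), replicate 2 one of −0.062 and replicate 3 one of −0.232 (adjusted p = 0.0106). The day 10 libraries therefore differed in their GC trend, which is consistent with a bias of day 10 replicate 1 in amplification or sequencing. As the only source of the 29 guides past the threshold that bias is argued against, because all 29 were also past it without that library. That fit had 47 guides past the threshold, so staying past it is a weak test. Some sizes did depend on that library. Without it, Smim13 guide 1 and Tbrg4 guide 1 changed by 0.21 and 0.19, against 0.40 and 0.39, while Rps12 guide 2 and Rhoa guide 2 changed by more. Removal of a linear trend from every library, which also re-centred each library, nevertheless left 15 of the 29. The loss cannot be divided between GC content and scaling, and single guides with a small fall remain uncertain.

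Guides against ribosomal protein genes were rarer at day 10. The 11 tested hosts with a listed prefix had a median log2 fold change 0.22 below the rest (difference −0.22, permutation p = 0.0222, adjusted p = 0.0333 over 6 tests), with 7 of 11 lower. After the values were seen, the 6 ribosomal protein hosts were set apart. Their median was −0.37, against 0.03 in the other 61 targets (difference −0.40, permutation p = 0.00293, adjusted p = 0.0123). Of the 6, 5 were lower, also under each scaling tried, and 4 were past the threshold. Rps9, at 0.14, was higher. Across fits without a library the difference ran from −0.59 to −0.35, with permutation p from 1.8e-04 to 0.00963. The GC content of the guides is argued against as the whole reason by a permutation p of 0.0041 after removal of the GC trend, and of 0.00429 with the block as well. Dependence on Rps12, the host with the most negative value, is argued against by a permutation p of 0.0206 without it. A fall of growth genes as a class cannot be told apart from one of ribosomal protein genes. The 5 other listed hosts did not differ from the rest (permutation p = 1.0), but they are few and include Eif5a, which rose. Cuts that reach the coding sequence or the promoter of the host gene, cuts at related copies elsewhere in the genome, and a role of the translon itself all stay open, since guide positions were not analysed here.

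Psmd1 guide 2 had no count in day 10 replicate 1, where its share at day 0 would give 1016 counts. Depth is thereby argued against. A general loss of rare guides in that culture is argued against as well, since 23 of 24 guides that were rarer at day 0 were counted there. Guide 2 overlaps guide 1 by 19 bases, and the log2 ratio of guide 1 in that library to the other day 10 libraries was −0.17, where transfer of the missing counts would give 0.42. The gap is 1.23 times the SD of that ratio over guides, so counts given to guide 1 cannot be excluded. Loss of the cells with this guide by accident, or of the entry in the table, was not tested.

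Non-targeting control guides lay above safe-targeting ones, which by the usual meaning of the name cut the genome at sites without known function. Their log2 fold changes were 0.33 ± 0.21 (SD, n = 3) and −0.26 ± 0.23 (SD, n = 3), and the exact permutation p was 0.1, the smallest that 3 against 3 allows. A candidate explanation is that a cut itself slows growth. Non-targeting guides would then lie above targeting guides too. The difference in medians was 0.32 (permutation p = 0.0981), so with 3 guides a cost of cutting cannot be told apart from variation between guides. Safe-targeting guides lay below targeting guides by about as much (difference −0.37, permutation p = 0.0671), which such a cost does not predict.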
